A study of Vitis vinifera with 2 samples. Its data were reported in "Elevated transcription of transposable elements is accompanied by het-siRNA-driven de novo DNA methylation in grapevine embryogenic callus" (2021).

How the data were processed

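DNA methylation was measured by whole-genome bisulphite sequencing in Vitis vinifera cv. Chardonnay, with 1 library from young leaf tissue and 1 library from proliferating embryogenic callus (EC), a culture of dividing cells from which somatic embryos can be raised. Bisulphite treatment converts unmethylated cytosines so that they are read as thymine, while methylated cytosines are still read as cytosine. The share of reads that keep a cytosine gives the methylation level of a position. Levels were given separately for the CG, CHG and CHH contexts, where H stands for A, C or T.

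Per the study's methods, the authors mapped the read pairs to the 12X assembly of the PN40024 grapevine genome with BS-Seeker2, called methylation with cgmaptools, and averaged the calls per transposable element (TE) with its mtr function and across features with its mfg function. Every value used here was deposited by the authors as a fraction between 0 and 1, and was multiplied to give a percentage. 6 of the tables hold 1 fraction per TE and library, in each combination of 3 contexts and 2 classes of TE. Genic TEs are those that overlap a gene annotation and intergenic TEs are those that do not, as the authors divided them. The authors kept TEs with an effective coverage above 20 in both libraries, so TEs that were poorly covered in either tissue are missing from both. 2 further tables hold the average fraction over TEs and over genes, in 100 bins across the body and 6 bins in each flank of 1 kb.

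The deposited tables give no read numbers, coverage, number of cytosines or TE names. The depth behind each value is therefore unknown, and no interval that needs it is given. A TE with few cytosines or reads carries the same weight in a mean as a long, deeply covered one. Mapping to a reference that is not the Chardonnay genome can also turn a C-to-T difference between the cultivars into an apparent loss of methylation, in the same way in both libraries. Sequence in repeated copies can be mapped to the wrong copy, which draws the values of similar TEs together.

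Libraries were assigned to leaf or EC from their tissue labels. There is 1 library per tissue, so no test between tissues was possible and no p-value is given across TEs, which are not replicates. For each class and context the EC value minus the leaf value was averaged over TEs. A 95% percentile interval was taken from 2000 bootstrap resamples of 463 genome windows of 1 Mb, which keeps neighbouring TEs together. It describes how much the mean varies along the genome within these libraries, and it contains neither the variation between plants or cultures nor that between library preparations. Shares of TEs are given with Wilson 95% intervals, which treat TEs as independent units. The share of TEs with higher methylation in EC was taken over TEs that reached 20% methylation in leaf, EC or both, as in the study. CHG levels were divided at 20% and 60%. A test of read calls per TE had been planned, and because the tables hold fractions alone it was replaced by a count of TEs that differed by at least 10 percentage points, with no test. The planned rule for naming single TEs also needed coverage. It was replaced, after the tables had been seen, by the largest rise and the largest fall per class and context among TEs of at least 1000 bp. Results per superfamily of TE are not analysed here.

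The procedures were tested on simulated data in which genic and intergenic TEs of 108535 positions changed by known amounts. A change of -8 percentage points came back as -7.99 on average over 100 simulations, a change of 5 as 5.01, and a class difference of -13 as -13.0. The 95% intervals held the true value in 91%, 95% and 97% of the simulations respectively. The resampling treats windows as independent. In the data, neighbouring windows could change together, as the mean CG change was negative in 19 of 22 windows on chromosome 6. The intervals may be too narrow where this occurs, and the simulated shares do not show that they hold there. In a simulation where position along the chromosome was the sole cause, the raw class difference was -6.67 percentage points and the difference within 20 kb windows was -0.0167. An effect of position that is constant within such windows cancels there by construction. The simulation therefore does not show that these windows remove effects at a finer scale. In the data, the CHG change of intergenic TEs was 4.84 percentage points within 5 kb of a genic TE and 7.45 from 5 to 20 kb.

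Alternatives fixed before the data were examined covered the median in place of the mean, minimum methylation levels, TEs listed in all 3 contexts, chromosomes 1 to 19 without sequences that lack a position on them, TE length classes, other CHG limits, other minimum differences and other parts of the profiles. A minimum length of 500 bp, the longest of overlapping TEs, windows of 100 kb and matching on leaf methylation were added after the data had been seen. TE positions are those of the deposited tables on the 12X assembly, whose counting base was not stated, and length is end minus start. Gene annotations for that assembly are not used here. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.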

Results

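The methylation of TEs and genes was compared between leaf tissue, which is differentiated, and EC of the grapevine cultivar Chardonnay. Each tissue was represented by 1 library, so the differences below have no replicate check. A total of 184251 TEs were listed in at least one context, of which 43403 (23.6%) were genic TEs and 140848 were intergenic TEs. They lay on chromosomes 1 to 19 and on 13 sequences assigned to a chromosome without a position on it, which carried 4.14% of them. The CHH context had the most TEs, with 43341 genic and 140592 intergenic TEs. The CHG context had 27500 genic and 81035 intergenic TEs, and the CG context had 24007 and 80480. The median length of the TEs listed for CG was 586 bp for genic TEs and 602 bp for intergenic TEs. The depth of each value is unknown.

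The first question was whether TEs of each class were more or less methylated in EC than in leaf. In the CG context both classes were highly methylated in both tissues. The mean over genic TEs was 83.95% in leaf and 84.5% in EC, a difference of 0.559 percentage points (95% window interval 0.276 to 0.843). The mean over intergenic TEs was 81.7% in leaf and 85.1% in EC, a difference of 3.40 percentage points (3.06 to 3.72). Taking the median in place of the mean gave 0.960 percentage points for genic TEs. The CG change was not uniform over the genome. Its mean was positive on 15 and negative on 4 of 19 chromosomes for genic TEs, from -2.61 percentage points on chromosome 6 to 2.34 on chromosome 2. For intergenic TEs it was positive on 18 and negative on 1, from -1.59 on chromosome 6 to 5.71 on chromosome 1. Single TEs varied widely around the class means. The standard deviation of the CG difference over single TEs was 12.4 percentage points for genic TEs and 13.96 for intergenic TEs. It describes the spread of single TEs and not the certainty of a mean.

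In the CHG context the classes moved in opposite directions. Mean CHG methylation of genic TEs was 46.5% in leaf and 36.6% in EC, a difference of -9.92 percentage points (-10.5 to -9.34). Mean CHG methylation of intergenic TEs was 61.9% in leaf and 71.1% in EC, a difference of 9.23 percentage points (8.68 to 9.78). The mean difference was negative for genic TEs on 19 of 19 chromosomes, from -13.7 percentage points on chromosome 8 to -4.98 on chromosome 9. It was positive for intergenic TEs on 19 of 19 chromosomes, from 4.62 percentage points on chromosome 6 to 11.5 on chromosome 19. The median genic TE changed much less than the mean, by -3.96 percentage points, with a lower quartile of -23.4 and an upper quartile of 2.78. Among genic TEs that reached 20% in leaf or EC, the median change was -13.3 and the mean change -13.7. The small median over all genic TEs thus includes TEs with little CHG methylation in either tissue.

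CHH methylation was low in leaf and higher in EC. The mean over genic TEs was 1.98% in leaf and 17.5% in EC, a difference of 15.6 percentage points (15.2 to 15.9). The mean over intergenic TEs was 3.08% in leaf and 34.7% in EC, a difference of 31.6 percentage points (31.4 to 31.8). The difference was positive on 19 of 19 chromosomes in both classes. Of all mean changes, that of genic TEs in CHH moved most with the choice of TEs, to 32.7 percentage points over TEs that reached 20% in leaf or EC, a minimum that for CHH selects TEs that rose. In leaf, 22.9% of genic TEs and 14.7% of intergenic TEs were listed at 0 for CHH, against 5.38% and 1.11% in EC.

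**Figure D1:**
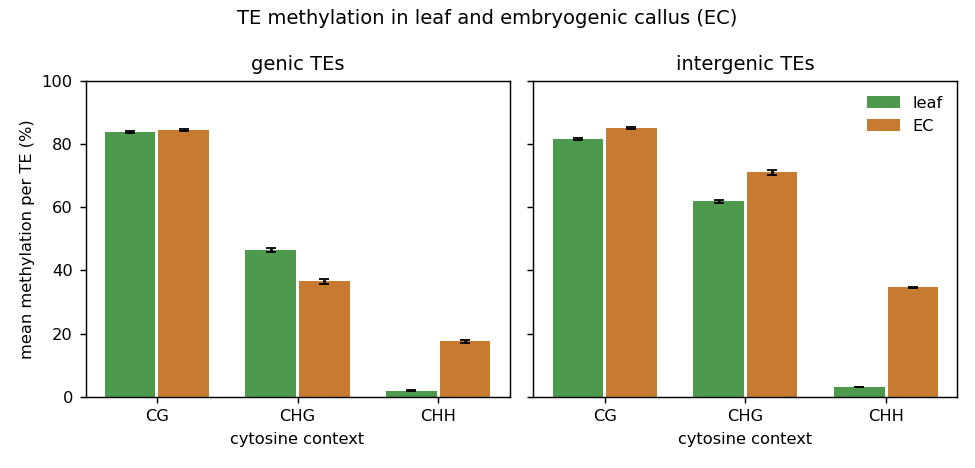
Mean methylation per TE (%, vertical axis) by cytosine context (horizontal axis) for genic TEs (left) and intergenic TEs (right), with leaf in green and EC in orange; error bars are 95% intervals from resampling 1 Mb windows, with 1 library per tissue. CHG methylation was lower in EC for genic TEs (46.5% to 36.6%) and higher for intergenic TEs (61.9% to 71.1%), while CHH methylation was higher in EC in both classes.

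The study divided TEs by their overlap with genes, so the change in genic TEs was set against that in intergenic TEs. The difference of genic minus intergenic change was -2.84 percentage points for CG (-3.15 to -2.53), -19.2 for CHG (-19.8 to -18.5) and -16.0 for CHH (-16.4 to -15.6). None of these intervals reached 0. Weighting both classes to the same TE length classes left each difference within its interval. The alternative that moved a class difference most was the restriction to TEs that reached 20% in leaf or EC, which brought the CHH difference to -4.21 percentage points. That minimum removes most genic TEs from the CHH comparison, leaving 15287 of 43341.

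Among TEs that reached 20% methylation in leaf, EC or both, the share with higher methylation in EC was then taken. For CG it was 56.1% of genic TEs (Wilson 95% interval 55.4 to 56.7) and 65.4% of intergenic TEs (65.1 to 65.8). For CHG it was 31.99% of genic TEs (31.3 to 32.6) and 77.9% of intergenic TEs (77.6 to 78.1). For CHH it was 99.9% in each class, with 15270 of 15287 genic TEs and 113643 of 113744 intergenic TEs higher in EC. Because leaf CHH methylation was so low, a TE reached 20% almost solely by being higher in EC, so this minimum largely fixes the CHH shares in advance. Without the minimum the CHH shares were 92.9% of genic TEs and 98.4% of intergenic TEs, the former being the largest move of any share. Intervals from resampled windows were wider than the Wilson intervals, at 30.5 to 33.5 for CHG in genic TEs and 76.8 to 78.9 in intergenic TEs.

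**Figure D2:**
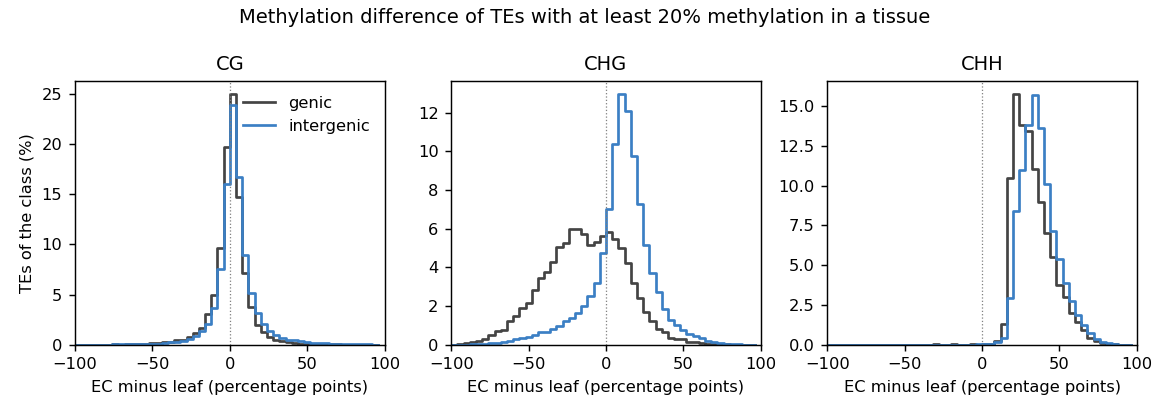
Distribution of the difference EC minus leaf (percentage points, horizontal axis) as the percentage of TEs of the class (vertical axis) in bins of 4 points, for CG, CHG and CHH, with genic TEs in grey and intergenic TEs in blue; each TE reached 20% in leaf or EC. For CHG, 67.9% of genic TEs lay below 0 and 77.9% of intergenic TEs lay above it.

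Counts of TEs that differed by at least 10 percentage points showed the same division. For CG, 2972 genic TEs were higher and 2685 lower in EC, and 15899 intergenic TEs were higher and 6818 lower. For CHG, 3832 genic TEs (13.9%) were higher and 11189 (40.7%) lower, while 41972 intergenic TEs (51.8%) were higher and 10006 (12.3%) lower. For CHH, 22872 genic TEs were higher and 16 lower, and 126140 intergenic TEs were higher and 53 lower. No test stands behind these counts, and TEs with few reads can pass 10 percentage points by sampling alone. With a minimum of 20 percentage points the balance of genic TEs for CG turned, with 931 higher and 1046 lower, and the CHG counts among intergenic TEs were 19775 higher and 6112 lower.

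CHG methylation was also described by level, to see whether genic TEs fell into a high and a low group. In leaf, 30.9% of genic TEs had CHG methylation under 20% (Wilson 95% interval 30.3 to 31.4), 23.2% lay from 20% to under 60%, and 45.97% were at 60% or more (45.4 to 46.6). In EC the low share was 41.9% (41.4 to 42.5), the middle share 28.99% and the high share 29.1% (28.5 to 29.6). Intergenic TEs were at 60% or more in 65.6% of cases in leaf (65.2 to 65.9) and 77.1% in EC (76.8 to 77.4), and under 20% in 8.34% and 8.04% of cases. With limits of 10% and 70% the high share of intergenic TEs in leaf was 46.1%, the furthest any of these shares moved. Of the 12643 genic TEs at 60% or more in leaf, 4766 (37.7%) lay from 20% to under 60% in EC and 1115 (8.82%) lay under 20%. Of the 53137 intergenic TEs at 60% or more in leaf, 4613 (8.68%) lay from 20% to under 60% in EC and 796 (1.498%) lay under 20%.

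**Figure D3:**
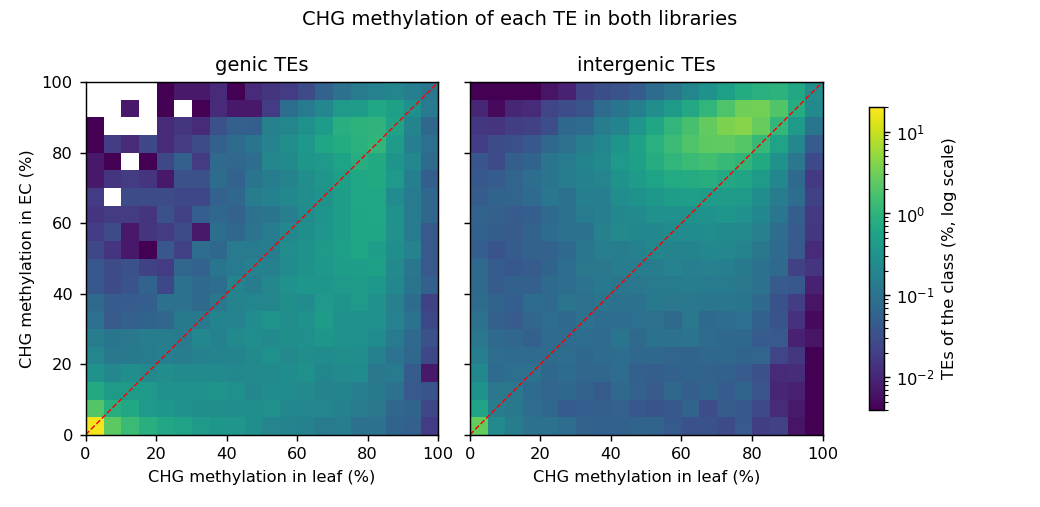
CHG methylation in leaf (%, horizontal axis) against EC (%, vertical axis) for genic TEs (left) and intergenic TEs (right); colour gives the percentage of the TEs of the class in each square of 5 by 5 percentage points on a log scale, white squares hold no TE and the dashed line marks equal levels. Genic TEs with 60% or more in leaf spread downwards in EC, where 53.5% of them stayed at 60% or more, against 89.8% of such intergenic TEs.

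The deposited profiles were used to compare TE and gene bodies with their flanks of 1 kb. Over TE bodies, mean methylation in EC and leaf was 88.7% and 85.9% for CG, 74.9% and 68.4% for CHG, and 34.3% and 3.15% for CHH. EC was higher in 100 of 100 body bins in each context. The difference was 2.80 percentage points for CG (standard deviation over bins 0.453), 6.46 for CHG (0.737) and 31.2 for CHH (0.340). TE bodies exceeded their flanks in both tissues, by 9.76 percentage points in EC and 10.1 in leaf for CG, by 22.1 and 20.2 for CHG, and by 8.21 and 1.04 for CHH. Taking the outermost flank bins alone moved the CHG excess in EC most, to 27.8 percentage points.

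Over gene bodies, mean methylation in EC and leaf was 55.3% and 56.9% for CG, 11.5% and 13.6% for CHG, and 7.40% and 0.851% for CHH. The difference was -1.58 percentage points for CG (standard deviation over bins 0.982), with EC lower in 98 of 100 bins. It was -2.11 for CHG (1.04), with EC lower in 99 of 100 bins, and 6.55 for CHH (1.37), with EC higher in 100 of 100 bins. Gene bodies exceeded their flanks for CG by 24.1 percentage points in EC and 25.1 in leaf. This excess was 11.8 and 12.1 percentage points with the outermost flank bins alone, and 33.8 and 34.5 over the middle 50% of the body bins. For CHG the body minus flank difference was -2.57 percentage points in EC and 0.198 in leaf, and the leaf value changed sign to -5.26 when the outermost flank bins alone were used. Over the middle 50% of the body bins it was -0.225 in EC and 3.24 in leaf, so the CHG contrast between gene bodies and flanks depended on the bins taken. For CHH the difference was -1.38 percentage points in EC and -0.0471 in leaf, and the leaf value changed sign to 0.0877 over the middle 50% of the body bins. The body means hide a wide range along the gene, as CG methylation in leaf ran from 8.88% in the first body bin to a maximum of 68.7%.

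**Figure D4:**
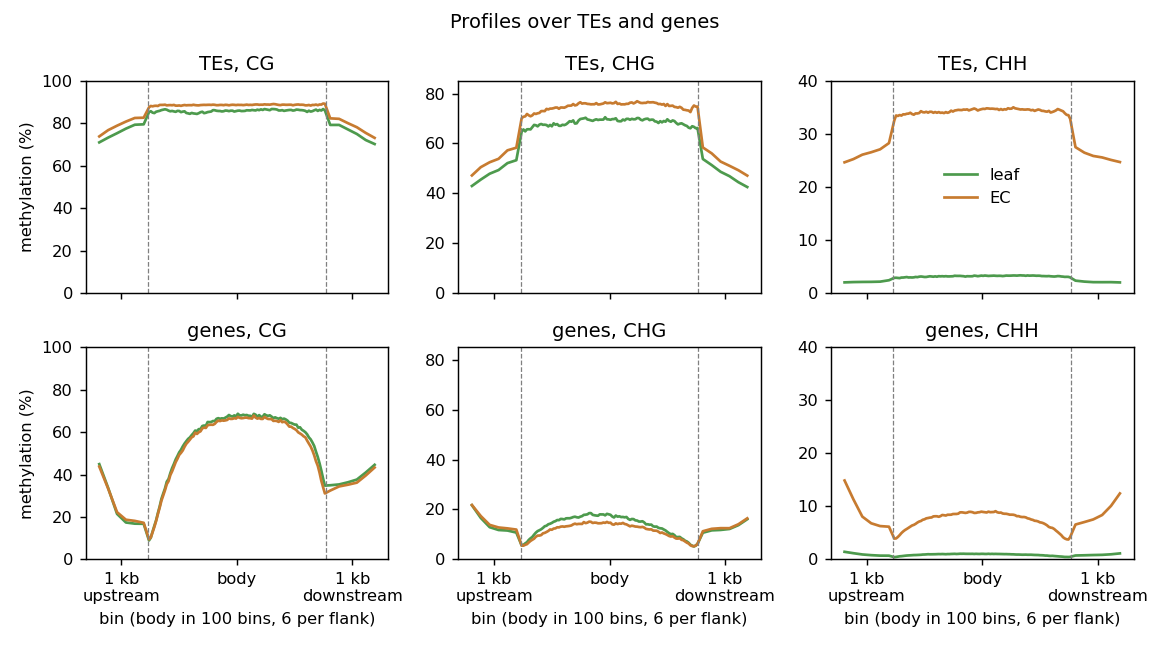
Average methylation (%, vertical axis) over TEs (top) and genes (bottom) in 100 bins of the body, between the dashed lines, and 6 bins in each flank of 1 kb (horizontal axis), with leaf in green and EC in orange, for CG, CHG and CHH; each line is 1 library. EC lay above leaf over TE bodies in all 3 contexts, and over gene bodies in CHH, with means of 7.40% in EC and 0.851% in leaf.

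Single TEs are given as examples of the extremes, with positions on the 12X assembly. They were chosen, after the tables had been seen, as the largest rise and the largest fall per class and context among TEs of at least 1000 bp. Their genes and families are not analysed here, and the extreme of many TEs of unknown depth overstates the typical change. In the CG context, the genic TE with the largest rise lay on chromosome 17 from 4821810 to 4822828 on the minus strand, with CG methylation of 3.06% in leaf and 70.4% in EC. The genic TE with the largest CG fall lay on chromosome 16 from 21550574 to 21551649 on the plus strand, at 83.7% in leaf and 10.2% in EC, with CHG methylation of 0.510% and 1.40%. The intergenic TE with the largest CG rise lay on chromosome 2 from 16991929 to 16992948 on the minus strand, at 0.810% in leaf and 92.7% in EC, and its CHG methylation was 1.47% and 67.6%. The intergenic TE with the largest CG fall lay on chromosome 6 from 17446782 to 17449302 on the plus strand, at 91.2% in leaf and 0.680% in EC. Its CHG methylation was 77.7% in leaf and listed at 0 in EC, while its CHH methylation was 2.75% in leaf and 10.1% in EC.

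In the CHG context, the genic TE with the largest rise lay on the sequence assigned to chromosome 1 without a position on it, from 28397 to 32241 on the plus strand, at 10.3% in leaf and 90.2% in EC. The genic TE with the largest CHG fall lay on chromosome 14 from 14190536 to 14191815 on the minus strand, at 92.9% in leaf and 8.37% in EC, while its CG methylation was 76.2% and 63.9%. The intergenic TE with the largest CHG rise lay on chromosome 14 from 11421010 to 11422213 on the minus strand. Its CHG methylation was 9.46% in leaf and 93.2% in EC, and its CG methylation was 80.7% and 89.9%. The intergenic TE with the largest CHG fall lay on chromosome 1 from 8319570 to 8321047 on the minus strand, at 85.5% in leaf and 4.51% in EC, with CG methylation of 75.9% and 40.4%.

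In the CHH context, the genic TE with the largest rise lay on chromosome 17 from 8364428 to 8365602 on the plus strand, at 2.24% in leaf and 74.2% in EC. The intergenic TE with the largest CHH rise lay on chromosome 2 from 950030 to 951285 on the plus strand, at 6.12% in leaf and 81.7% in EC, while its CHG methylation was 86.1% and 71.99%. CHH falls among TEs of this length were small. The largest was 12.1% in leaf against a value listed at 0 in EC for a genic TE on chromosome 2 from 6514239 to 6515412 on the minus strand. The largest among intergenic TEs was 54.8% against 49.1% on chromosome 10 from 18064985 to 18066019 on the minus strand. The TEs of the genic CHH rise and of both CHH falls were not listed for CG or CHG. They thus did not pass the study's coverage filter in those contexts, and their depth for CHH may also be low.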

Values the study reported

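The study reported bisulphite conversion rates of 99.59% for the leaf library and 99.72% for the EC library. Mapped coverage was 36-fold in leaf and 32-fold in EC. Genome-wide, the reported CHH methylation was 21.8% in EC and 1.7% in leaf. The TE annotation was reported to hold 222,411 entries, and 49,257 TEs (21.9%) overlapped genes. The gene annotation was reported to have 31,845 genes, of which 11,311 (35.6%) shared their position with TEs.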

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

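Mean changes and class differences kept their sign under every alternative that was run, and shares of TEs higher in EC stayed on the same side of 50%. Over 53 results, 151 values were recomputed. Of these, 62 stayed within the spread of the original value, 87 moved beyond it without a change of sign and 2 changed sign. The spread was the 95% window interval for means, the Wilson interval for shares, 1.5 times for counts and the variation over bins for profiles. For gene profiles that variation is large because methylation changes along the gene, so values within it can still have moved widely. With this many TEs the intervals are narrow, so small shifts count as moves. Where no construction of the alternative explains a move, the cause was not tested.

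With the median, the CG, CHG and CHH changes were 0.960, -3.96 and 11.02 percentage points in genic TEs and 2.58, 10.55 and 32.3 in intergenic TEs, with class differences of -1.62, -14.5 and -21.3. TEs that reached 20% in leaf or EC gave -13.7 (CHG) and 32.7 (CHH) in genic TEs, 36.9 (CHH) in intergenic TEs, and class differences of -23.3 (CHG) and -4.21 (CHH); this minimum removes weakly methylated TEs by construction, and for CHH it selects TEs that rose in EC. TEs listed in all 3 contexts gave CHH changes of 16.97 in genic and 32.9 in intergenic TEs, an intergenic CHG change of 9.99 and a CHG class difference of -20.4. They also gave shares higher in EC of 99.99% (genic CHH), 66.4% (intergenic CG), 80.1% (intergenic CHG) and 99.98% (intergenic CHH). Restriction to chromosomes 1 to 19 moved no mean change or class difference beyond its interval, and weighting to the same length classes moved none of the 3 class differences beyond its interval.

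Among the alternatives chosen after the data had been seen, TEs of at least 500 bp gave CG, CHG and CHH changes of 0.917, -10.8 and 18.2 in genic TEs and 3.82, 10.9 and 33.7 in intergenic TEs, with class differences of -21.7 (CHG) and -15.5 (CHH). The longest of overlapping TEs gave 15.2 (genic CHH), 8.64 (intergenic CHG) and 31.1 (intergenic CHH). Within the same 100 kb windows the class differences were -1.26 (CG), -13.5 (CHG) and -14.5 (CHH), and at the same leaf levels they were -2.06 (CG) and -22.4 (CHG).

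Without a minimum methylation level, the shares higher in EC were 33.4% (CHG) and 92.9% (CHH) of genic TEs and 76.4% (CHG) and 98.4% (CHH) of intergenic TEs. With a minimum of 40% the CHG shares were 32.8% and 78.8%. Limits of 10% and 70% narrow the outer CHG levels by construction. Low and high shares were then 25.2% and 34.5% in leaf and 32.6% and 22.03% in EC for genic TEs, and 5.94% and 46.1% in leaf and 5.36% and 69.3% in EC for intergenic TEs. Over TEs listed in all 3 contexts the low and high shares were 23.6% and 52.2% in leaf and 34.7% and 33.5% in EC for genic TEs, and 6.66% and 67.6% in leaf and 6.35% and 80.3% in EC for intergenic TEs.

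Counts follow the minimum difference by construction. At 20 percentage points, 931 genic TEs were higher and 1046 lower for CG, which turned the balance, 1640 were higher for CHG, and 13414 were higher and 5 lower for CHH. Among intergenic TEs, 6098 were higher and 2737 lower for CG, 19775 higher and 6112 lower for CHG, and 17 lower for CHH. With no minimum, 13412 genic TEs were higher and 10359 lower for CG, 9198 were higher for CHG, and 40285 were higher and 1097 lower for CHH. Among intergenic TEs, 52535 were higher and 27461 lower for CG, 18136 were lower for CHG and 980 were lower for CHH.

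With the outermost flank bins alone, TE bodies exceeded flanks by 15.2 percentage points in EC and 15.2 in leaf for CG, 27.8 and 25.7 for CHG, and 9.63 in EC for CHH. For genes the CHG difference was -7.59 in EC and changed sign to -5.26 in leaf, and the CHH difference was -6.25 in EC and -0.409 in leaf. CHG and CHH methylation rose away from genes, which lifts the outer bins. Over the middle 50% of the body bins the gene CHH difference in leaf changed sign to 0.0877. Other gene values moved widely but within the large variation over bins. That variation is the course of methylation along the gene, so staying within it does not show that these values are stable. The CG excess of gene bodies was 11.8 in EC and 12.1 in leaf with the outermost flank bins, and 33.8 and 34.5 over the middle body bins. The gene CHG difference over the middle body bins was -0.225 in EC and 3.24 in leaf, and the gene CHH difference in EC was -0.190.

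The depth of the TE values limits all counts and single TEs. The alternatives that needed coverage or TE names were not run. These were a coverage of at least 50, weighting by coverage, a stricter limit on an adjusted p-value, thinning of reads and weighting to the same superfamilies. The single TEs named as extremes have no alternative value. No paired analysis was possible because there is 1 library per tissue.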

Other observations

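All tests in this part were chosen after the tables had been examined. All patterns come from 1 library per tissue. Per the study's methods the leaves came from the vines whose anthers gave the callus, which limits differences between plants, but a difference between the tissues and a property of this particular callus or leaf sample are not separated.

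CHG methylation fell in genic TEs and rose in intergenic TEs. A shift of the whole EC library, such as a change in conversion or calling, would move both classes the same way. Genic TEs changed by -9.92 percentage points against a rise in intergenic TEs, so such a shift alone cannot give both changes. This follows from the pattern itself and is not a separate test. A library shift on top of a class difference stays open. Regression to the mean would draw the leaf values of genic TEs towards their lower class mean, so that at the same EC level genic TEs would show the higher change. Genic minus intergenic change at the same EC CHG level was instead -6.58 percentage points (95% window interval -7.02 to -6.12). Short TEs with few cytosines are not the whole cause, since TEs of at least 2 kb gave a class difference of -20.7 (95% window interval -21.6 to -19.7). Neither are overlapping annotations, as the longest of overlapping TEs gave -18.5.

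Position along the chromosome may account for part of the class difference. Within 794 windows of 20 kb that held at least 3 TEs of each class, genic minus intergenic CHG change was -11.7 percentage points (95% interval over windows -13.1 to -10.3), and it was negative in 72.2% of windows. This mean weights selected windows alike, while the larger genome-wide difference of -19.2 weights all TEs alike. The genome-wide measure was not computed for the TEs of these windows, so the drop does not measure the effect of position. A class difference remained among neighbours, although 20 kb windows do not separate overlap with a gene from closeness to one. In 1 Mb windows where less than 10% of TEs were genic, the CHG change of genic TEs was -0.214 percentage points (-2.36 to 1.95) and that of intergenic TEs was 14.7 (13.7 to 15.7). In windows where 50% or more of TEs were genic, the changes were -14.6 (-16.3 to -13.1) and -1.16 (-2.95 to 1.03). A hypothesis for closer study is that CHG change in EC may follow the chromatin of the region as well as overlap with a gene. TE families, and the expression of the genes involved, are not analysed here and stay open.

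Among intergenic TEs the CHG change grew with distance from the nearest genic TE in the tables. This stands in for distance from genes that overlap a listed TE. Most genes in the study did not overlap a TE, so an intergenic TE far from genic TEs can still lie beside a gene. It was 4.84 percentage points (4.21 to 5.47) within 5 kb, 7.45 from 5 to 20 kb, 10.6 from 20 to 50 kb, 12.7 from 50 to 100 kb and 15.9 (14.7 to 16.98) beyond 100 kb. The CHH change showed no such gradient, at 31.7 within 5 kb and 32.2 beyond 100 kb. The difference between the outer classes was 11.1 for CHG. It was 11.9 at the same leaf CHG level and length class, and 11 with the longest of overlapping TEs alone, so neither leaf level, length nor repeated annotation accounts for it. Depth may still differ with distance, and its effect is not analysed here.

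TEs that lost CHG methylation still gained CHH methylation. A CHG fall of at least 10 percentage points was found in 11178 genic TEs that also had a CHH value. Of these, 96.9% had higher CHH methylation in EC. Their mean CHH change was 11.3 percentage points, against 18.2 in 16280 other genic TEs. In intergenic TEs the mean changes were 19.1 and 34.2. The hypothesis that CHH gain makes up for CHG loss predicts a larger gain in such TEs. At the same leaf CHG level, genic TEs that lost CHG gained less CHH than other genic TEs, with a difference of -18.1 percentage points, and the difference was -16.99 for intergenic TEs. CHG loss and low CHH gain thus went together at the level of single TEs, although most TEs of both kinds rose in CHH.

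Incomplete conversion of the EC library would raise CHH values everywhere. The lowest bin of the gene body profile in EC was at 3.73% CHH, against 34.3% over TE bodies, which bounds a uniform error well below the rise over TEs. Among TEs with under 5% CG and CHG methylation in leaf, median CHH methylation in EC was 0.505% in 236 genic TEs and 1.49% in 640 intergenic TEs. A biological difference between the tissues remains the open explanation, untested here without replicates.

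CG methylation followed large CHG losses more closely outside genes than inside them. Of TEs whose CHG methylation fell by at least 50 percentage points, 1223 genic TEs changed in CG from 87.96% to 86.5%, or by -1.49 percentage points (-2.20 to -0.774). The 852 intergenic TEs changed from 85.9% to 74.5%, or by -11.4 (-13.03 to -9.63), although CHG methylation ended at 15.9% and 15.6% in the classes. The genic minus intergenic difference in CG change was 10.5 at the same leaf CG level. Among TEs of at least 1 kb it was 6.77 (4.71 to 9.17), from 371 genic and 231 intergenic TEs. Leaf CG level and short TEs are therefore not the whole cause. A candidate explanation is that methylation of gene bodies keeps CG methylation in genic TEs, which was not tested.

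CG methylation of TEs on chromosome 6 fell in EC, against the direction of the other chromosomes. The mean change of 4491 TEs was -1.87 percentage points (-2.70 to -0.945), compared with 2.89 (2.56 to 3.202) for 95385 TEs of the other 18 chromosomes. With both classes pooled, chromosome 17 was the only other one with a negative mean, at -0.232, while genic TEs alone had a negative mean on 4 chromosomes. The mean was negative in 19 of the 22 windows of 1 Mb on chromosome 6, from -4.83 to -0.619, and in 21.6% of the 417 windows elsewhere. The 3 positive windows, from 2.09 to 3.69, were the last ones, from 19 to 22 Mb. Chromosome 6 stayed lower by -4.20 percentage points at the same class and leaf CG level, and by -4.57 at the same share of genic TEs in the window. Its median change was -0.630, where the next lowest median was 0.570, so a few extreme TEs are not the cause. Loss of 1 copy of the chromosome in the callus could drive TEs with intermediate CG methylation towards either extreme. Of 143 TEs at 40% to 60% in leaf on chromosome 6, 23.1% (Wilson 95% interval 16.9 to 30.6) were under 20% or at 90% or more in EC, against 18.1% (17.1 to 19.3) of 4664 elsewhere. These intervals overlap and coverage is not analysed here, so a change in copy number cannot be told apart from a regional change in methylation.

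Blocks of the opposite kind were seen elsewhere, chosen by eye from windows with large rises. On chromosome 1 from 12 to 16 Mb, 1203 TEs rose from 78.1% to 89.7% CG, or by 11.7 percentage points. On chromosome 19 from 14 to 19 Mb, 1315 TEs rose from 77.5% to 88.4%, or by 10.9. CHG methylation rose there as well, by 19.4 percentage points in the chromosome 1 block and 18.6 in the chromosome 19 block. No explanation was tested for these blocks.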
